A study of Rattus norvegicus with 3 samples. Its data were reported in "Divergence of RNA localization between rat and mouse neurons reveals the potential for rapid brain evolution" (2014).

How the data were processed

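The series held 3 arrays. Per the labels, each array carried the amplified RNA of 1 soma (cell body) that had been cut with a glass pipette from a pyramidal hippocampal neuron. The neurons came from Sprague-Dawley rats at embryonic day 19 and had grown for 14 days as a dispersed primary culture. All 3 arrays formed 1 group, and they are called cell 1, cell 2 and cell 3 after the replicate number in the labels. The labels call the somata biological replicates but name no animal and no culture dish, so the cells were not used as replicates for a p-value.

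RNA passed through antisense RNA amplification in vitro, and the final amplification used the Ambion Illumina TotalPrep kit for 14 h. Per the labels, 5 µg of amplified RNA were labelled with biotin for each array. The published methods describe pools of dendrites from such cultures and bought RNA of whole tissues, and do not describe these somata separately. What those methods say about array quantification is therefore assumed, not stated, for the 3 soma arrays.

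The authors deposited 1 value per probe set on a log2 scale, and the labels name RMA 2.0 as the tool. According to the methods of the study, probe intensities were summarised with an upper-decile statistic, after which each array was centred on its median and scaled by its range from the 10th to the 90th percentile. The deposited log2 values were neither centred nor scaled in that way, since the array medians were 7.23, 7.16 and 7.09. How many arrays were processed together is not given in the sources used here, nor is a genome build, and no detection calls were used. The values were coarse: 31099 probe sets shared 2889, 2866 and 2090 distinct values on the arrays of cells 1, 2 and 3, and tied values received their mean rank.

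Gene symbols came from the platform annotation of the array, which can be old. Of the 31099 probe sets, 20832 carried 1 symbol, 436 carried several and 9780 were unnamed here. Another 57 were control probe sets of the manufacturer, of which 6 carry a gene symbol and stayed among the named ones. Gene numbers of 20764 named probe sets were found in the rat RefSeq gene table of assembly GRCr8, which was used for names alone and changed no symbol, and 68 were not found and kept their symbol. Each gene was given the median of its single-symbol probe sets, as the study took medians over probe sets that it joined, which left 14218 genes. Of these, 4526 had 2 or more probe sets. Probe sets of the same gene hardly agreed in level within an array (r = 0.0118, 0.0442 and 0.0827 in cells 1, 2 and 3, for 1 pair per gene), so the value of a gene depends on which probe sets carry its symbol. Whether an outdated annotation or the summary of the probes accounts for this was not tested.

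Genes were ranked within each array and their percentile was the main measure. A percentile holds the affinity of the probes as well as the amount of RNA, so it describes where a probe set stood on the array and does not rank transcripts by abundance. The top 5% of an array was every gene above its 95th percentile. Background was set by 134 silent genes, made of 41 olfactory, vomeronasal and taste receptor genes and 93 genes of other organs such as milk, pancreas and plasma proteins. A gene counted as above background where its log2 value exceeded the 95th percentile of the silent genes on that array. Agreement between cells was measured by Pearson and Spearman correlation across genes, which are not independent replicates, after quantile normalisation. This normalisation was applied because the sorted values of the arrays differed by up to 0.33 log2, above a tolerance of 0.1 fixed beforehand.

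Gene lists for cell types, hippocampal fields, cell machinery, synapses, channels, secreted peptides and the genes and families that the study discusses were fixed before the data were examined, as were the tests of the lists and all alternatives. For each list, the median percentile of its measured genes was taken in each cell and averaged over the cells, and its place among 10000 random lists of the same size was recorded. A list is called above or below random lists where the rank of this mean lay outside their central 95%, and a rank on the limit counts as inside. The count of such calls included the 41 lists of 5 or more genes other than the silent ones, of which 2.05 are placed outside by chance. Spread between cells was the SD of the quantile-normalised log2 values of a gene over the cells, and the median SD of a list was set against 10000 random lists matched on mean level in 20 bins. Lists overlap: Nnat, Nrgn, Dlg4, Cck and Neurod1 each belong to more than 1 list, and Tat and Tdo2 are among the silent genes and also in a study list and the dentate list.

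Genes named in the text followed a rule that was fixed beforehand: the 20 genes with the highest median percentile, members at the upper and lower end of each list, the genes that the study imaged by in situ hybridisation, genes with the largest gap between 1 cell and both others, markers of other cell types in the top 5% of any cell, and family members that the study names. Genes named outside the rule are marked as chosen after their values were seen. The procedure was tested on simulated data for 14218 genes. Of 200 simulated lists of 20 genes without any shift, 6.5% were placed outside the random range for position and 8.5% for spread, where 5% is nominal. The spread calls may therefore be somewhat too frequent, although 200 lists give only a rough estimate. Lists shifted by 0.5, 1 and 2 log2 were found in 26.7%, 83.3% and 100.0% of 30 simulations each. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

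Alternatives replaced the median of probe sets by the brightest probe set, left out probe sets that can match several transcripts, removed genes below background, replaced medians by means, changed the normalisation, moved the thresholds, and left out each cell in turn. Unnamed probe sets and those with several symbols entered no gene list.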

Results

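Gene expression was measured in 3 single somata of cultured rat hippocampal pyramidal neurons, with 1 array per soma and no second group. The series therefore describes which genes read high in the cell bodies, how far single cells differ, and where the genes that the study discusses for dendrites stand in the soma. Of the 14218 genes measured, 1055 (7.42%) read above the background of the silent genes in cell 1, 837 (5.89%) in cell 2 and 1468 (10.3%) in cell 3. A total of 299 genes were above background in all 3 cells and 11926 in none, and 602 were above it in both cell 2 and cell 3. Since background is a high percentile of the silent genes, some of these pass it by construction. Those passing were 2, 1 and 1 of the 41 receptor genes in cells 1, 2 and 3. Of the 93 genes of other organs, 5, 6 and 6 passed. The counts above background are therefore not counts of expressed genes, least of all in cell 2. Background lay at 9.66 log2 in cell 1 and 9.48 in cell 3 and somewhat higher in cell 2, while the array medians were 7.23, 7.16 and 7.09. The number of arrays limits the precision of every value, and mean ± SD below is the spread over 3 cells.

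The 20 genes with the highest median percentile over the somata included several that growing neurons use for their cytoskeleton and identity. Nnat (neuronatin) read 13.89 ± 0.59 log2 (SD, n = 3 cells), the beta-tubulins Tubb2b and Tubb2a 13.79 ± 0.77 and 13.58 ± 0.68, and the microtubule regulator Stmn4 13.48 ± 0.70. Rtn1, a reticulon of the endoplasmic reticulum, read 13.41 ± 0.48, Neurod2, a transcription factor of excitatory neurons, 13.21 ± 0.29, and Trim46, which organises microtubules at the start of the axon, 14.11 ± 0.28. Atp5mc3, a subunit of the mitochondrial ATP synthase, read 13.36 ± 0.38, and Stmn1 (stathmin) 12.52 ± 0.89. The same 20 genes also held members with no special tie to neurons, such as the ribonuclease Rnase1l2 at 15.18 ± 0.05, the innate immune adaptor Myd88 at 13.34 ± 0.37, the annexin Anxa1 at 13.06 ± 0.25 and the muscle myosin chaperone Unc45b at 12.87 ± 0.40. The other members were Utp20, Smim19, Mtmr7, Ice1, Sipa1l3, Macf1 and LOC100911962.

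Cells 2 and 3 resembled each other more than either resembled cell 1. Pearson's r across genes was 0.676 between cells 2 and 3, 0.473 between cells 1 and 2, and 0.437 between cells 1 and 3, and its mean over the pairs was 0.529 ± 0.129 (SD, 3 pairs). Spearman's rho gave 0.626, 0.436 and 0.397 for the same pairs. Among the genes in the top 5% of an array, cells 2 and 3 shared 435 (61.1%), cells 1 and 2 shared 251 (35.3%) and cells 1 and 3 shared 237 (33.3%), where independent orders give about 35.6 genes. All 3 cells had 197 of these genes in common, against 1.78 for independent orders. Independent orders take no account of probe brightness. The 134 silent genes also kept their order between cells, with a mean r of 0.484, and 1 of them was in the top 5% of every cell. The overlaps therefore do not by themselves show shared expression. Cell 1 also stood apart in a control gene: the 3' end of Gapdh exceeded the 5' end by 0.20 log2 in cell 1, by 3.06 in cell 2 and by 2.93 in cell 3. The 18 hybridisation control probe sets averaged 12.35, 12.78 and 13.17 log2 in cells 1, 2 and 3. Among the 1067 genes whose mean passed background the mean r was 0.292, which choosing genes by that mean lowers by construction.

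**Figure D1:**
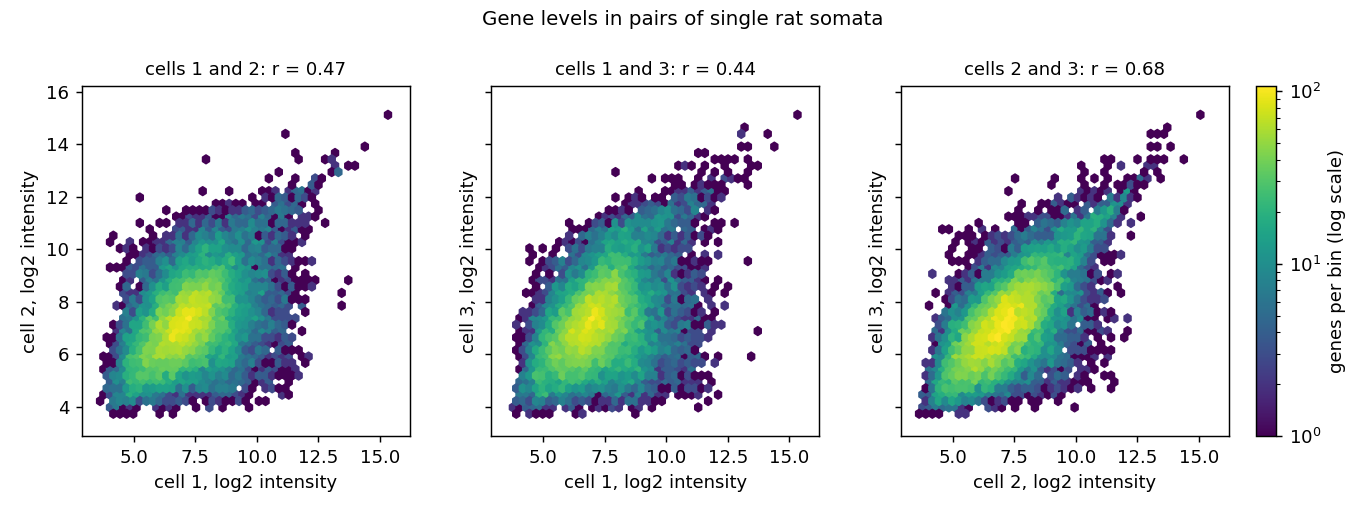
Log2 intensity of 14218 genes in 1 soma (horizontal axis) against another (vertical axis) for the 3 pairs of cells, with colour giving the number of genes per bin on a log scale. The cloud is narrowest for cells 2 and 3, with r = 0.68, against 0.47 and 0.44 for the pairs that include cell 1.

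Whether the arrays carry the profile of pyramidal neurons was examined through marker lists. Genes used by neurons in general stood high: the median percentile of 31 such genes was 84.8 ± 4.71 (SD, n = 3 cells), where random lists of that size ranged from 37.3 to 62.8. Stmn4 and the microtubule-associated protein Mapt (97.4, 99.3 and 99.5 in cells 1, 2 and 3) led this list, whereas the vesicle calcium sensor Syt1 (31.9, 24.7 and 7.08) and the ubiquitin hydrolase Uchl1 (10.6, 11.7 and 23.9) closed it. Markers of excitatory pyramidal neurons reached 64.5 ± 16.1 over 27 genes, just above the random range of 36.5 to 63.7, with the highest median in cell 3. Neurod2 and Nrgn, a calmodulin-binding protein of dendritic spines, lay at percentiles of 99.9 ± 0.0392 and 97.7 ± 2.48, while the cortical factor Tbr1 lay at 13.5 ± 10.9 and Neurod1 at 40.7 ± 40.2. Above background were 5, 6 and 16 of the general neuronal genes and 2, 2 and 8 of the pyramidal markers in cells 1, 2 and 3. Without cell 3 the pyramidal list fell inside the random range, at 55.3. Of all 41 lists 18 lay above random lists, 11 without cell 3, and among the 1067 genes whose mean passed background, where 14 lists still had 5 genes, the respiratory chain was the only list above.

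Markers of the other cell types in a hippocampal culture did not stand out as lists. Mean percentiles were 49.0 ± 19.9 for 18 GABAergic interneuron genes, 36.6 ± 6.24 for 23 astrocyte genes, 47.0 ± 1.24 for 20 oligodendrocyte genes, 49.5 ± 6.56 for 20 microglial genes, 45.9 ± 3.69 for 21 vascular and fibroblast genes and 48.4 ± 2.42 for 24 genes of dividing cells, all inside their random ranges. The astrocyte list lay below random lists without cell 2 (33.7) and without ambiguous probe sets (32.9). Single markers did read high. Vwf, the von Willebrand factor of endothelium, lay at 99.8, 99.8 and 99.7 in cells 1, 2 and 3, and the endothelial adhesion protein Esam at 81.5, 99.1 and 97.6. Cck, a peptide of interneurons that some pyramidal cells also make, lay at 99.8, 99.4 and 74.7, the interneuron calcium buffer Calb2 at 98.3, 91.0 and 99.1, the interneuron peptide Vip at 62.7, 97.0 and 44.8 and the transcription factor Nkx2-1 at 96.1, 92.6 and 17.6. Pcna, a DNA replication clamp, lay at 93.7, 95.7 and 98.5. In cell 1 alone the top 5% held the microglial genes Tyrobp (99.3, 9.95 and 2.93), C1qc (79.9 ± 16.8, mean ± SD), Csf1r (97.0, 52.9 and 75.5) and Itgam (97.0, 43.5 and 14.0), the astrocyte gene S100b (98.9, 33.2 and 58.2) and the oligodendrocyte factor Myrf (96.7, 51.0 and 39.8).

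Lists of hippocampal fields did not place the cells. The CA1 list had a mean percentile of 30.7 ± 7.59 (7 genes), the CA3 list 55.8 ± 10.2 (10 genes) and the dentate list 43.1 ± 14.3 (8 genes), each inside its random range. Nnat and Nptx1 (79.6, 92.8 and 97.6), both on the CA3 list, were the members of these lists that reached the top 5% of any cell.

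Most lists of energy metabolism, protein synthesis and the cytoskeleton stood above random lists in their mean over the 3 somata. The respiratory chain and ATP synthase genes had a mean percentile of 81.1 ± 7.58 (80 genes, random range 42.0 to 58.0), and 13 of them, led by Atp5mc3 and Cox7a2l (99.8, 98.4 and 99.9), were above background in every cell. Proteins of the large ribosomal subunit reached 79.2 ± 6.95 (33 genes), those of the small subunit 73.9 ± 11.7 (15 genes), and tubulins, actins and their regulators 78.0 ± 8.87 (17 genes). Rpl41 (98.2, 99.1 and 99.2) and Rps23 (96.1, 98.9 and 99.3) led the ribosomal lists, while Rpl28 (67.9, 8.63 and 8.93) and Rps24 (4.08, 44.8 and 47.1) were at their lower end. The 2 probe sets of Rps24 disagreed, with median percentiles of 9.63 and 74.4. The cytosolic chaperonin (74.2 ± 10.1, 8 genes), the vacuolar proton pump (70.1 ± 8.42, 22 genes), the proteasome (69.2 ± 8.54, 36 genes), glycolysis (69.2 ± 5.83, 15 genes), the mitochondrial ribosome (62.4 ± 5.16, 73 genes) and the spliceosome with its RNA-binding proteins (60.0 ± 3.46, 60 genes) also lay above random lists. Translation factors, at 54.9 ± 4.04 (60 genes), were inside the random range although Eif4a1 lay at 99.3, 99.7 and 99.6. Of these 11 machinery lists, 10 had their lowest median in cell 1 and 10 their highest in cell 3. Leaving out cell 3 placed the chaperonin (70.4), glycolysis (66.8), the small ribosomal subunit (69.4) and the spliceosome (58.9) inside the random range, and leaving out cell 2 did so for the chaperonin (72.2), glycolysis (68.4) and the spliceosome (59.1). The brightest probe set per gene placed the chaperonin (70.7), the proton pump (65.0), the mitochondrial ribosome (57.6) and the small ribosomal subunit (68.1) inside it, and leaving out probe sets that can match several transcripts placed glycolysis (67.2) there. Among the 1067 genes whose mean passed background the mitochondrial ribosome, with 8 of its 73 genes left, lay below random lists (28.5).

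**Figure D2:**
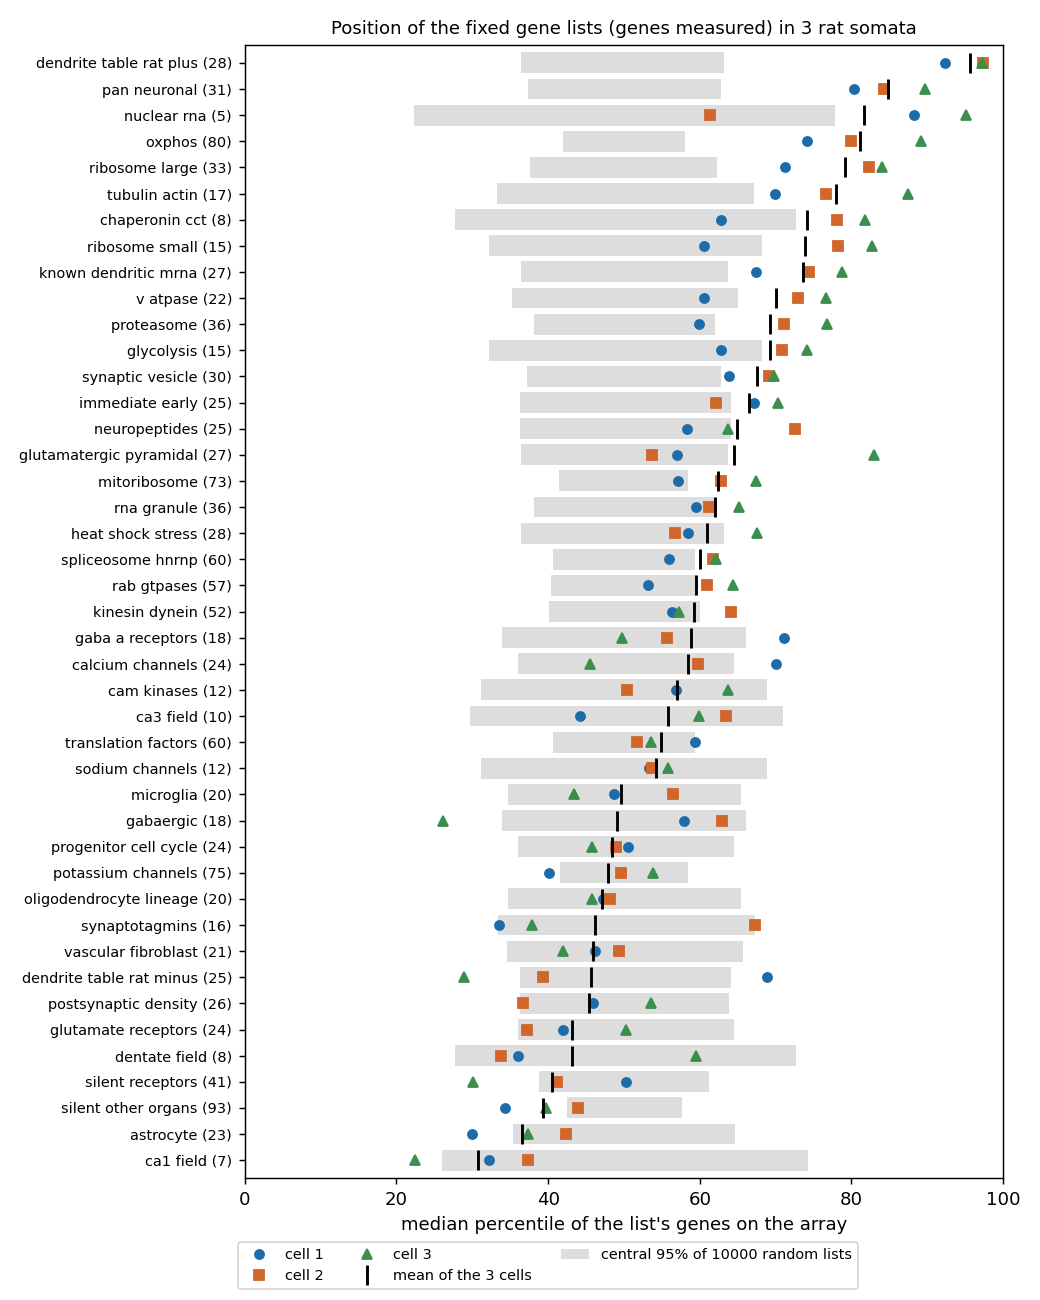
Median percentile of each gene list on the arrays of cell 1 (circles), cell 2 (squares) and cell 3 (triangles), with the mean of the 3 cells as a vertical bar and the central 95% of 10000 random lists of the same size in grey; the number of genes measured stands in brackets. Of the 41 lists that are not silent genes, 18 had a mean above the grey range, the RAB GTPases lay on its upper limit and none had a mean below it.

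Presynaptic genes stood higher than random lists and receptor genes did not. Proteins of synaptic vesicles and release had a mean percentile of 67.6 ± 3.25 (30 genes, random range 37.2 to 62.8), led by the release factor Unc13b (90.9 ± 11.8) and synaptophysin, Syp (93.8, 94.5 and 97.9). Scaffolds of the postsynaptic density lay at 45.4 ± 8.44 (26 genes), with Ctnnd2 (98.0, 99.1 and 97.8) and Dlg4, the scaffold PSD-95 (89.5, 98.8 and 97.3), as the members that read high. None of the 24 glutamate receptor genes was above background in any cell, and their mean percentile was 43.2 ± 6.60, with the AMPA receptor subunit Gria1 at 72.7, 89.6 and 85.3. GABA receptor subunits lay at 71.1, 55.6 and 49.7 in cells 1, 2 and 3 (18 genes), potassium channels at a mean of 47.9 ± 7.04 (75 genes), calcium channels at 58.4 ± 12.3 (24 genes) and sodium channels at 54.3 ± 1.29 (12 genes). Kcnip3, a calcium-binding partner of potassium channels, and the channel gene Kcnh6 were in the top 5% of every cell, although 1 of the 2 probe sets of Kcnip3 had a median percentile below 50.

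Families that the study discusses for dendrites gave mixed readings in the soma. RAB GTPases, which direct vesicle traffic, reached 59.5 ± 5.74 over 57 genes, on the upper limit of the random range of 40.4 to 59.5, which counts as inside, and lay above it without cell 1 (62.7), with the brightest probe set per gene (61.0), without ambiguous probe sets (60.3) and with means in place of medians (57.5). Rab8a lay at 98.6, 99.1 and 98.0, Rab10 at 72.9, 91.4 and 95.5 and Rab1a at 88.3 ± 7.47, while Rab8b lay at 30.2, 33.2 and 39.2, Rab1b at 38.9, 39.9 and 70.9, Rab15 at 43.8, 61.0 and 62.1 and Rab21 at 0.362, 26.1 and 0.770. Synaptotagmins lay at 46.2 ± 18.3 (16 genes), with Syt3 at 40.2, 82.7 and 83.5 and Syt12 at 10.1, 16.6 and 15.8. Calcium/calmodulin kinases and their inhibitors lay at 57.0 ± 6.66 (12 genes), with Camk2b at 85.9, 76.2 and 90.9 and Camk2n2 at 29.9 ± 29.3. The potassium channel subunits Kcnab1 and Kcnab2 lay at 17.5, 65.0 and 69.1 and at 30.8, 44.1 and 38.3, and the netrin receptor Dcc at 11.3, 30.4 and 39.8. Probe sets of these genes disagreed, with median percentiles of 9.10 and 94.6 for Kcnab1, from 22.3 to 90.6 for Kcnab2, and of 41.3 for the dimmer of the 2 probe sets of Camk2b, whose other lay in the top 5%.

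Activity-regulated genes, secreted peptides and transcripts of the nucleus also stood above random lists. Immediate early genes had a mean percentile of 66.5 ± 4.14 (25 genes, random range 36.3 to 64.1), with the nuclear receptor Nr4a3 at 93.5, 92.1 and 97.2 and the clock gene Per1 at 59.1, 94.2 and 92.8, and the stress factor Atf3 at 70.1, 23.6 and 2.45. Neuropeptide precursors reached 64.9 ± 7.23 (25 genes), led by Cck and by secretogranin II, Scg2 (92.4, 97.7 and 98.5). Long RNAs of the nucleus reached 81.6 ± 17.8 (5 genes), with Meg3 reading 10.59 ± 1.32 log2 and Snhg11 at percentiles of 94.6, 96.0 and 95.1, but Gas5 at 8.58, 11.9 and 14.9. Heat shock and unfolded protein genes were inside the random range at 60.9 ± 5.78 (28 genes), although Hspa5, the chaperone BiP of the endoplasmic reticulum, lay at 99.5, 99.6 and 99.5 and the disulphide isomerase Pdia6 at 97.1, 96.8 and 96.1; with means in place of medians this list lay above it (60.0). The nuclear list fell inside the random range without cell 1 (78.3) and without cell 3 (74.8), the immediate early list without cell 3 (64.6) and the peptide list without cell 2 (61.0). With the brightest probe set per gene the peptide list (57.5), without ambiguous probe sets again the peptide list (64.1), and with means in place of medians the nuclear list (60.8) were inside it.

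Transcripts that neurons carry into dendrites stood above random lists as a group, with members at both ends. Messenger RNAs long known in dendrites had a mean percentile of 73.6 ± 5.73 (27 genes, random range 36.5 to 63.7), led by Nrgn and Dlg4, with Fmr1 (5.60, 44.6 and 5.09 in cells 1, 2 and 3) and Psd (13.5, 5.75 and 36.7) at the lower end and 5, 3 and 3 genes above background. Camk2a (26.5, 19.6 and 26.2) and Map2 (28.7, 17.7 and 67.5), on the same list and chosen after their values were seen, did not read high. Microtubule motors (59.2 ± 4.24, 52 genes) and proteins of RNA granules (61.9 ± 2.86, 36 genes) were inside the random range and moved above it with the brightest probe set per gene (61.0 and 64.5). Genes that the study places in the top 5% of rat dendrites had medians of 92.3, 97.3 and 97.2 in cells 1, 2 and 3 (28 genes), and 11 of them were above background in every cell. Genes that it places in the lower part of rat dendrites had medians of 68.9, 39.3 and 29.0 (25 genes), and without cell 1 this list lay below random lists (34.1). The difference between the lists was 23.4, 58.0 and 68.2 percentile points, or 49.9 ± 23.5 (SD, n = 3 cells), above the largest of 10000 random reassignments of the genes to the lists (40.8). Among the former, Stmn4 and Anxa1 led and Nfya, a subunit of a CCAAT-binding factor, came last (64.7, 86.2 and 91.9); among the latter, the interferon gamma receptor Ifngr1 (76.8 ± 33.7) read high and the phosphatase Dusp11 (4.61, 13.0 and 2.93) low. The study chose these genes on dendrite arrays of the same design, so their brightness here is not independent of the probe sets.

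**Figure D3:**
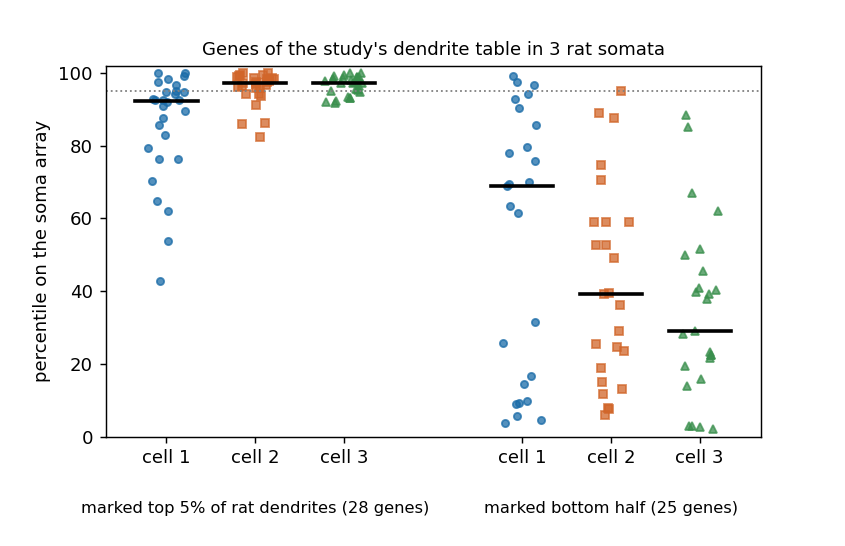
Percentile on each soma array of the genes that the study marks in the top 5% (left, 28 genes) or below the median (right, 25 genes) of rat dendrites, with 1 point per gene, a black line at the median of each cell and a dotted line at the 95th percentile. Medians on the left lie between 92.3 and 97.3, and those on the right at 68.9, 39.3 and 29.0.

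Among the genes that the study imaged by in situ hybridisation, in cortical and not hippocampal neurons, 6 were measured by a probe set with 1 symbol. Zfp410, Commd3 and Rps6, which the study places higher in rat than in mouse dendrites, for Zfp410 without reaching its significance level, lay at 94.6, 94.1 and 90.8, at 96.6, 97.4 and 99.1 and at 57.7, 86.5 and 90.6 in cells 1, 2 and 3. Olfm1, a secreted protein of neurons that it places in dendrites of both species, lay at 90.5 ± 7.62, and the histone variant gene H2az1 at 24.2, 84.6 and 44.3. Clasrp, a splicing regulator that it places higher in mouse dendrites, lay at 10.3, 71.1 and 43.1. The probe sets of Zfp410 disagreed, with median percentiles of 49.6 and 99.7.

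Single cells differed in genes that read high on 1 array and low on another. A total of 385 genes were in the top 5% of at least 1 cell and below the median of another. Independent orders, which take no account of probe brightness, give 1546. Cell 1 had 120 genes in its top 5% that were below the median of both other cells, cell 2 had 15 and cell 3 had 6. In cell 1 these included Gabra2, a GABA receptor subunit (11.20, 4.83 and 4.37 log2 in cells 1, 2 and 3), Eif2s3y, a translation factor gene of the Y chromosome (percentiles of 98.1, 1.59 and 3.46), the tyrosine kinase Frk (10.61, 4.86 and 4.61), Zbtb21 (11.27, 5.14 and 3.93) and Tmem26 (11.40, 5.17 and 4.37). High in cell 2 alone were the cytokine Clcf1 (4.11, 10.61 and 4.90), the growth factor Bmp7 (6.75, 10.57 and 6.14) and the peroxidase Gpx1 (6.27, 10.34 and 5.31), and high in cell 3 alone were the motor Myo5a (6.14, 6.38 and 10.42), the alpha-tubulin Tuba4a (6.94, 4.48 and 10.73) and Nrn1, neuritin (7.11, 6.59 and 10.65). Low in cell 3 but high in both others was Gabra3 (11.73, 11.55 and 4.90), and low in cell 1 alone were Prr35 (6.18, 10.94 and 10.81), the chloride channel Cftr (6.59, 10.32 and 10.48) and Nop2 (6.63, 10.65 and 10.52). The count of 385 genes came to 76 without cell 1, 255 without cell 2 and 225 without cell 3.

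Few lists differed from random lists in their spread between cells, and their number was close to that of simulated lists without a shift. The median SD over the cells was 1.21 log2 for GABAergic genes, 1.14 for microglial genes and 1.08 for oligodendrocyte genes, where random lists of the same level had 0.76, 0.79 and 0.75. Translation factors varied less than random lists of their level, with 0.58 against 0.77. These calls depended on the cells, on the probe sets used and, for oligodendrocyte genes, on the normalisation. With the deposited values centred on the median, oligodendrocyte genes were inside the range (1.03 against 0.76). GABAergic genes, microglial genes and translation factors stayed outside it there. GABAergic genes stayed above random lists without cell 1 (1.08 against 0.50) but not without cell 2 (0.68 against 0.66) or cell 3 (0.73 against 0.63). Microglial genes stayed above without cell 3 (1.42 against 0.66) but not without cell 1 (0.55 against 0.55) or cell 2 (0.87 against 0.71). Oligodendrocyte genes were inside the range without cell 1 (0.65 against 0.54), cell 2 (0.95 against 0.70) or cell 3 (0.99 against 0.63), and translation factors stayed below it without cell 1 (0.32 against 0.52) but not without cell 2 (0.55 against 0.73) or cell 3 (0.59 against 0.64). The other 37 lists were inside the random range, and the number outside it was 4 of 41, where 2.05 are nominal and the share of unshifted simulated lists placed outside gives 3.49. It ranged from 2 to 8 when 1 cell was left out and was 1 when the brightest probe set stood for each gene. That 1 list was the GABAergic one (1.25 against 0.82). Translation factors (0.84 against 0.87), microglial genes (1.25 against 0.90) and oligodendrocyte genes (1.18 against 0.88) were then inside. Without ambiguous probe sets, microglial genes (1.08 against 0.79) and oligodendrocyte genes (1.06 against 0.77) were inside. GABAergic genes and translation factors stayed outside there, and the long RNAs of the nucleus moved below the range (0.22 against 0.74).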

Values the study reported

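The study reported an average pairwise Pearson correlation of 0.80 among its replicate samples of pooled dendrites, which are other material than the somata here. For its amplification controls it reported an average correlation of 0.74, with a range from 0.644 to 0.857 over the dilution assays. It collected 9 replicate dendrite pools from Sprague-Dawley rats. Between rat and C57BL/6 dendrites it found an overlap of about 19% (105 genes) among the top 5% of highly expressed genes, and between the mouse strains 58% (312 genes). Ratios of dendrite to soma signal by in situ hybridisation in cultured cortical neurons of the rat, another source than the hippocampal somata here, were 0.174 for Zfp410, 0.215 for Commd3, 0.097 for Rps6, 0.088 for SFRS16 (Clasrp), 0.151 for OLFM1 and 0.133 for H2AFZ (H2az1).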

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

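With 1 group there were no label splits to count. No paired analysis was possible because the series holds 1 group and no comparison between groups. Genes that read above background were few, which limits every statement on dim genes. The dendrite difference was 40.7 to 63.1 without 1 cell. Its value without cell 3, 40.7, lay just below the largest reassignment of the main setting (40.8). Reassignments are given for the main setting alone, so whether its position held under the alternatives was not tested. The median of all in situ genes (78.2 to 88.9 over its alternatives) kept its position under every alternative that gave a value. So did the correlation under other normalisations, probe sets or all probe sets in place of genes. Subsets of the in situ genes did not all keep their position. Those of both species fell from 70.7 to 51.0 without ambiguous probe sets, which left 1 gene, H2az1. Clasrp, the 1 measured gene placed higher in mouse, moved from 41.5 to 57.1 without cell 1 and to 26.7 without cell 2. Those placed higher in rat stayed near their 93.2, at 92.4 without cell 1 and 92.7 without cell 2.

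Leaving out each cell in turn gave a mean r of 0.437 to 0.676 (main 0.529), 237 to 435 genes shared in the top 5% (197), 76 to 255 genes high in 1 cell and below the median of another (385), 351 to 602 genes above background in every cell used (299), 11 to 18 lists above random lists (18) and 2 to 8 lists outside for spread (4). Part of this follows from comparing fewer cells. Without cell 1, 17 of the 18 lists kept their place, without cell 2, 14, and without cell 3, 11.

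Keeping only the 1067 genes whose mean passed the background level gave a mean r of 0.292, 1 list outside for spread, and 1 list above random lists among the 14 that still had 5 genes, since the filter removes the dim genes against which lists stood out. Under it the mitochondrial ribosome reversed, to 28.5, on the 8 of its 73 genes that the filter kept, ranked against other bright genes alone. It left 26 genes of the upper dendrite list and 0 of the lower one, so that no difference could be formed. With the brightest probe set per gene, 553 genes were above background in all cells and 1 list was outside for spread; the cause was not tested. Thresholds moved counts by construction: 53 and 411 genes shared in the top 1% and 10%, 972 genes in the top 10% of 1 cell and below the median of another, 189 when the other cell had to be below its 25th percentile, and 515 and 41 genes above the 90th and 99th percentile of the silent genes.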

Other observations

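Tests of the following explanations were chosen after the results were seen, except the correlation between probe sets of a gene and the correlation of the silent genes, whose limits were set first; that the former is void where probe sets do not share their level was decided after its value was seen. The tests on GABAergic and microglial genes were changed after their first values were seen, and the control genes were then added to the test on the machinery lists. Set against the higher of the other cells, the GABAergic median of cell 1 differed by -5.09 points, a form biased below 0 that the microglial test first had too. Without the markers that reached the top 5% in cell 1 alone, the microglial genes differed by -16.0 points, which that selection pulls down, and 0.21% of random lists held as many such markers, which takes no account of the number of lists; shuffles over the lists in cell 1 gave 4.28%, which takes no account of the choice of the cell.

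Gene families outside the fixed lists, formed from the letters at the start of their symbols and chosen after the data were seen, held few groups that stood apart. Of 148 families of 10 or more genes, 5 lay above and 5 below random lists, where chance gives 3.7 on each side. The highest mean medians were those of the ataxin genes (Atxn, 75.1, 10 genes), the membrane-remodelling Chmp genes (74.1, 10 genes) and the syntaxins (Stx, 71.3, 11 genes). The lowest were those of the kallikreins (Klk, 19.7, 11 genes), which are secreted proteases of other organs, and of the chemokines (Ccl, 30.8, 16 genes). Eif2s3y read high in cell 1 alone, while the X-inactivation RNA Xist lay at 30.3, 14.8 and 8.12 and Uty, another gene of the Y chromosome chosen after its values were seen, at 11.4, 29.7 and 18.6 in cells 1, 2 and 3.

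Several textbook transcripts of these neurons did not read high. Camk2a, the kinase subunit of excitatory synapses, lay at 26.5, 19.6 and 26.2 and Map2, the dendritic microtubule protein, at 28.7, 17.7 and 67.5, both chosen after their values were seen. Genes from other organs did in places: the milk protein Csn1s1 lay at 99.7, 99.8 and 99.3, the olfactory receptor Or1n1 at 99.7, 98.7 and 92.4 and the pancreatic elastase Cela1 at 93.3, 96.4 and 96.8. Of 491 probe sets in the top 5% of every array, 160 (32.6%) were unnamed or carried several symbols, close to their share of all probe sets (32.9%). The mean pairwise correlation between cells here was 0.529. That is lower than the correlation quoted from the study above, which is for pools of dendrites, so unlike samples are compared.

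Cell 1 agreed less with cells 2 and 3 than these did with each other, and no tested explanation was excluded. An interneuron in place of a pyramidal cell would raise GABAergic genes, and their median in cell 1 was 13.3 percentile points above the mean of the other cells but below that of cell 2. Pyramidal markers were not lowest in cell 1, with a median of 56.9 there, 53.7 in cell 2 and a higher one in cell 3, and Neurod2 read high in every cell (99.9 ± 0.0392). Gad2, a member at the lower end of the GABAergic list, lay at 14.1, 0.644 and 7.48. Gad1 lay at 58.5, 80.3 and 5.26 and the GABA transporter Slc32a1 at 27.8, 55.9 and 14.0, both chosen after their values were seen. Cell 1 also stood apart among the 134 silent genes. Their r was 0.415 between cells 1 and 2, 0.420 between cells 1 and 3, and 0.618 between cells 2 and 3. An exchange of neuron type gives no account of this for the silent genes, and it stays open for the others. Loss of transcripts during harvest or amplification would lower the machinery lists, and 10 of the 11 had their lowest median in cell 1, but this was known before the test was chosen and noise in cell 1 would also pull high lists toward the median. In the control genes, 3' minus 5' was 0.20, 3.06 and 2.93 log2 for Gapdh and 0.32, 2.07 and 1.71 for actin in cells 1, 2 and 3. Both actin ends lay below background in every cell, as did the 5' end of Gapdh in cells 2 and 3 (8.37 and 8.71). In cell 1 the middle probe set of Gapdh (8.67) read below both its ends (10.26 and 10.47). These differences therefore form no clear gradient and decide nothing about a loss of 5' ends. Noise of single probe sets on array 1 stays open as well: the deviation of a cell from the others had r = 0.0290 between probe sets of the same gene for cell 1 (95% interval -0.00242 to 0.0568, 4526 genes), 0.0257 for cell 2 and 0.0602 for cell 3 (0.0292 to 0.0913). The levels of such probe sets within an array correlated by 0.0118, 0.0442 and 0.0827, so a shared difference shows weakly in cell 3 and has little room to show in cell 1. Most of the manufacturer's control probe sets named Dap, Lys, Phe, Thr and Trp read highest on array 1, but several read highest on another array. Whether RNA for them was added is not given in the sources used here, so they do not separate noise from added RNA. The labels give no biological difference between the cells, and besides the cell type above no biological explanation was tested.

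Genes that the study places high in rat dendrites lay high in the somata. Probe brightness that does not depend on the RNA may account for this, since the 134 silent genes kept their order between cells with a mean r of 0.484 (95% interval 0.336 to 0.606), close to the 0.529 of all genes. A pool of transcripts that soma and dendrite share would put members with brain functions above members assigned to other organs, such as retina, lens, muscle or thyroid. The split covered 7 and 11 of the 28 genes and left out the rest. It is rough, since the study's table ties several of the 11, such as Cnga2, Art5 and Crybb2, to long-term potentiation or to genes regulated by its activity. The medians of these 7 and 11 genes differed by 2.04 percentile points on average, with 3.26, -0.36 and 3.24 in cells 1, 2 and 3. Most of these genes lay near the upper end, but not all did in cell 1. There Crybb2 (42.8), Art5 (61.9), Anxa8 (70.3), Prx (76.4) and Npffr2 (79.4), all among the 11, lay below every brain member. In cell 2 the lowest member was Sod1 (85.9), which is among the 7, and in cell 3 it was Npffr2 (92.1). All of these but Npffr2 were chosen after their values were seen. The 11 were themselves chosen as high in rat dendrites, and their medians were already 90.9, 97.8 and 95.6 in cells 1, 2 and 3. This left the brain members little room to lie above them, least in cells 2 and 3. The test therefore cannot tell the explanations apart. The genes are also few, and their lowest members changed between cells.

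In cell 1, 4 of 20 microglial markers reached the top 5% of that array alone, where 0.592 are expected. Scatter of single probe sets stays open for this, since 11.01% of 10000 shuffles held so improbable an excess in some of the 41 lists in some cell. RNA from a microglial cell near the pipette would raise the abundant microglial transcripts together. Over all 20 markers the median difference of cell 1 from the mean of the other cells was -7.56 percentile points (95% interval -23.2 to 27.5), with 8 markers higher and 12 lower, so this decides nothing. Besides the 4, Cd68 (85.2, 30.4 and 12.1), Ptprc (77.0, 7.45 and 19.9), Cd14 (89.4, 53.2 and 72.7) and Trem2 (64.6, 59.9 and 39.6) lay higher in cell 1. Among the 12 that lay lower were Cx3cr1 (17.2, 68.3 and 75.8), Ctss (36.1, 66.6 and 57.0) and Cd74 (13.4, 68.9 and 43.7). P2ry12 (13.8, 92.5 and 34.4), Aif1 (1.65, 31.9 and 28.3) and Tmem119 (15.1, 50.6 and 46.3) were also among them. All these genes besides the 4 and Ptprc, a member at the lower end of its list, were chosen after their values were seen. Low readings exclude little here, since abundant neuronal transcripts such as Camk2a also read low. Microglial RNA stays open for these genes as well, although the labels say that the soma was cut with a glass pipette, a step that should leave whole neighbouring cells behind.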
